A study of Arabidopsis thaliana with 2 samples. Its data were reported in "A 3D gene expression atlas of the floral meristem based on spatial reconstruction of single nucleus RNA sequencing data" (2022).

How the data were processed

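Single-nucleus RNA sequencing of Arabidopsis thaliana inflorescences was analysed from 2 libraries, 1 per group. The plants carried the pAP1:AP1-GR transgene in the ap1-1 cal-1 background of the ecotype Ler. Such plants form masses of meristems without flowers, and dexamethasone moves the AP1-GR fusion protein into the nucleus, which starts flower formation in these meristems together. The groups were day 3 (stage 4 of flower development) and day 4 (stage 5) of induction, taken from the sample titles. The protocol text of both samples names the fourth day for collection, which differs from the title of the day 3 sample, while the text of the study gives the same days as the titles.

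The authors sorted DAPI-stained nuclei, made droplet-based Chromium libraries and counted unique molecular identifiers (UMIs), with Cell Ranger 3.1.0 per the file headers and with the Araport11 annotation. The deposited values were raw UMI counts per gene and barcode for 36917 gene identifiers, and neither a correction for free RNA nor a removal of doublets is stated. The day 4 file held the 7716 barcodes called nuclei, and the day 3 file held all barcodes, of which 652188 had a UMI. Sequencing platform and numbers of PCR cycles differed between the libraries, and with 1 library per day they cannot be told apart from the day. The study's methods state that plants were induced daily, so the number of applications can differ with the day as well. Gene symbols came from the lists named here or from a gene table of assembly TAIR10.1, which had an entry for 36632 of the 36917 identifiers. No coordinates are given, since the genome sequence behind the counts is not stated.

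Genes of the mitochondrial and chloroplast genomes were used for the organelle share alone. Barcodes with at least 1000 detected nuclear genes were kept in both libraries, after the minimum in the study's methods. No doublets were removed in the main setting. Scrublet (in scanpy 1.11.5) marked 0 of 4397 nuclei at day 3 and 1 of 4545 at day 4, so its calls did not work as an alternative. Leaving out the 361 and 392 nuclei with the 8% highest scores was chosen after seeing this. To compare nuclei at one depth, each was thinned to 1000 UMIs, which left out 0 nuclei of either library in the main setting. Barcodes of day 3 below the minimum were used to describe free RNA.

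With 1 library per day, no test was run and no p-value or count of changed genes is given, since nuclei are not replicates. UMIs were summed over nuclei per gene and scaled to CPM by the sum over all nuclear genes of the library. Changes were given as log2((CPM + 1) ratio) of day 4 over day 3, which understates the change of low genes. Sums of UMIs had exact Poisson intervals and shares had exact binomial (Clopper-Pearson) intervals. Medians of genes per nucleus had intervals from the binomial distribution of ranks, and list medians had intervals from 200 Poisson redraws of the counts. The percentile of a list's median among 10000 random lists of the same size, matched on mean expression in 50 bins, describes these libraries alone. The TMM factors came from edgeR 4.0.16, used for scaling only.

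Lists of markers for epidermis, procambium, phloem, xylem, cortex, mesophyll, floral meristem, S phase and G2/M were fixed before the data were examined. The same holds for lists of floral organ identity genes, meristem identity genes, reference regulators, genes the study discusses, and genes of mitochondrial dysfunction, hypoxia, heat shock and the clock. The genes named in the text are those of the lists, together with the 5 largest rises and the 5 largest falls among genes with at least 200 UMIs. A few genes that lead a cluster are also named to describe it, chosen after seeing the clusters. The mitochondrial dysfunction list was written after the study had been read. The study picked 6 of its 12 genes as markers from the day 4 library, namely AOX1A, UPOX, AT12CYS2, UGT74E2, MATE and SOT12, and 1 of the 10 hypoxia genes, HRE2.

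Clustering followed the study's methods, with Seurat 5.3.0, sctransform 0.4.2 and uwot 0.2.3 in R 4.3.3. It used 3000 variable genes, 9 principal components, a UMAP with 50 neighbours and a minimum distance of 0.01, and Louvain clustering in UMAP space at a resolution of 0.04. A cluster took the name of the list with the highest share of markers at least 2-fold above the other nuclei, with a pseudocount of 10 CPM. It stayed without a name with fewer than 3 such markers, or where another class had more markers among the top 10 genes of at least 50 UMIs, with procambium, phloem and xylem counted as 1 class and cortex and mesophyll as 1 class. A cluster with no own marker among its top 10 genes was named only if at least as many of the list's markers passed as failed and its median UMIs were no more than 3 times below those of the library. The conditions beyond 3 markers, in this form, were set after the clusters had been seen. The rule of 3 markers alone, used first, had left no cluster without a name, and another form was tried as well. The conditions kept clusters with 9.05% of nuclei at day 3 and 1.25% at day 4 out of the classes. Procambium, phloem and xylem were joined as vascular, and cortex with mesophyll, also after the clusters had been seen. Names rebuilt in this way can differ from those of the study. Joint clusters were formed over both libraries after anchor integration.

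Co-detection of a pair of genes was the number of nuclei with both over the number expected if the genes were independent within 10 depth classes. For co-expression, each gene found in at least 30 nuclei was given its highest Spearman correlation with any of 31 reference regulators, of which 28 could be used at day 3 and 27 at day 4. The threshold of 0.13 was that of the study, which defines its score in the same way, although the nuclei kept, the normalisation and the reference genes can differ. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

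The steps were tested on simulated data. For the change between the days, simulated over 14740 genes, 100% of the 200 largest log2 ratios were those of changed genes, with a median error of 0.0735. For the co-expression step, 100% of 100 planted genes and 0 of 2895 other genes passed the threshold. The simulated changes were log2 shifts of 1.5 with counting noise alone, and the planted genes had higher levels than AP3 and AG in these libraries. These simulations show that the steps run as intended. They do not measure how well smaller changes or weaker co-expression are found. The alternatives covered the minimum of genes per nucleus, doublets, scaling, pseudocount, filters on low genes, thinning, the weight of deep nuclei, the clustering and the naming of clusters.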

Results

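Nuclei of Arabidopsis inflorescences were profiled at day 3 and day 4 after induction of synchronized flower formation, with 1 library per day. The aim of the study was a map of gene expression in the floral meristem at the time when the floral organs are being specified. The day 3 library held 31908972 UMIs over all its barcodes, and the day 4 library held 13590463 UMIs in called nuclei. With a minimum of 1000 genes per nucleus, 4397 nuclei were kept at day 3 and 4545 at day 4, and these held 11083512 and 10202530 UMIs of nuclear genes. Since neither day was replicated, no difference reported here has a replicate check. The intervals in parentheses are 95% intervals that cover counting error only.

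The median number of genes per nucleus was 1403 (1382 to 1420) at day 3 and 1375 (1358 to 1395) at day 4, with median depths of 1842 and 1805 UMIs. After every nucleus was thinned to 1000 UMIs, the medians were 841 and 844 genes. With a minimum of 500 genes, 9830 nuclei with a median of 938 genes were kept at day 3, and 7653 nuclei with a median of 1096 genes at day 4. A minimum of 1500 genes moved the medians most, to 2036.5 and 1972 genes. Genes of the organelles took 2.85% (2.84 to 2.86) of UMIs at day 3 and 2.63% (2.62 to 2.64) at day 4. The mitochondrial share was 0.674% and 0.618%, and the chloroplast share was 2.18% and 2.01%.

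**Figure D1:**
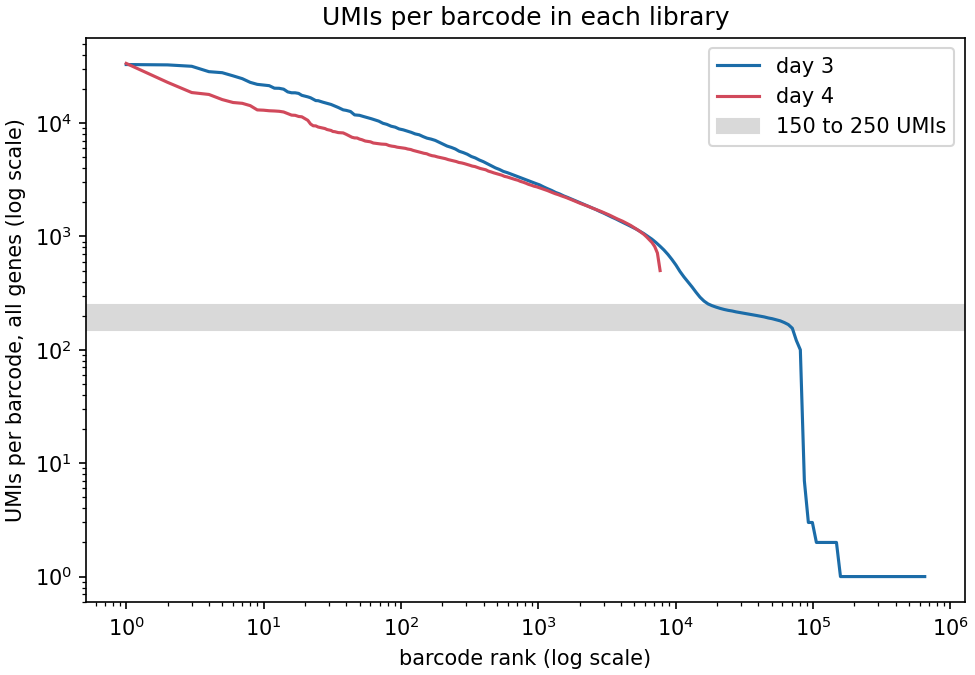
UMIs of each barcode over all genes (log scale) against the rank of the barcode (log scale), as 1 line for day 3, whose file held all barcodes, and 1 line for day 4, whose file held called nuclei only. The grey band marks 150 to 250 UMIs, where 54130 barcodes of day 3 lie.

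The pooled nuclei of both days were compared to ask how gene expression differed between stage 4 and stage 5. Across 24099 genes detected in either library, log2(CPM + 1) had a Pearson correlation of 0.990 and a Spearman correlation of 0.983 between the days. The Pearson correlation was 0.967 over genes with at least 100 UMIs and 0.961 over the 14740 genes with at least 200 UMIs, so the filter on low genes moved it most. These correlations are across genes, which are not independent replicates. Under CPM scaling, the median log2 ratio of day 4 over day 3 was 0.08 for genes with at least 200 UMIs, and ratios are read relative to it. TMM scaling shifted the genes by -0.09 in the median and median-of-ratios scaling by -0.10. No list median given here changed sign under either of these scalings.

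AP1 (AT1G69120), the regulator that the induction activates, had 419 CPM (407 to 431) at day 3 and 414 CPM (401 to 426) at day 4. UMIs of the AP1-GR transgene and of the resident gene are not separated in these counts. Its close relative CAL (AT1G26310) had 32.6 CPM (29.3 to 36.1) and 46.1 CPM (42.0 to 50.4). Among genes with at least 200 UMIs, the 5 largest rises were those of AT5G33370 (log2 ratio 3.84), the MATE transporter gene AT2G04050 (2.79), ABCB4 (AT2G47000, 2.38), AT2G04570 (1.95) and SHN1 (AT1G15360, 1.92). AT5G33370 rose from 4.15 CPM (3.04 to 5.54) to 72.8 CPM (67.7 to 78.3). A pseudocount of 10 CPM moved its ratio most, to 2.55. AT2G04050 rose from 20.21 to 146 CPM and belongs to a family with near-identical members, so its level is uncertain. The 5 largest falls were those of AT3G52526 (-3.05), SADHU10-1 (AT3G58865, -1.59), AT1G07135 (-1.44), AT3G25640 (-1.42) and PUP4 (AT1G30840, -1.36). AT3G52526 had 261 UMIs at day 3 and 20 at day 4. SADHU10-1 is a retroelement-like gene, for which reads of copies can be split.

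Genes of the floral meristem were lower at day 4. The 9 floral meristem markers had a median log2 ratio of -0.65 (-0.76 to -0.53), lower than all 10000 matched random lists, and 9 of 9 were lower at day 4. AP3 (AT3G54340) went from 209 CPM (200 to 218) to 131 CPM (124 to 138), PI (AT5G20240) from 164 CPM (156 to 171) to 95.5 CPM (89.6 to 102) and AG (AT4G18960) from 34.0 CPM (30.7 to 37.6) to 19.4 CPM (16.8 to 22.3). LFY (AT5G61850) went from 101 CPM (94.8 to 107) to 63.9 CPM (59.1 to 69.0). The list of 14 floral organ identity genes shares AP3, PI, AG, SEP3, UFO and SUP with those markers. Its median was -0.51 (-0.72 to -0.29), again lower than all 10000 random lists, with 12 genes lower. A pseudocount of 10 CPM moved that median most, to -0.10, and 8 of the 14 genes had at least 200 UMIs. SEP1 and SEP3 had log2 ratios of 0.08 and -0.11. The 11 meristem identity genes, which include LFY, had a median of -0.02 (-0.16 to 0.13), at percentile 25.6 of the random lists, a difference that was not detectable at this depth. With the genes of at least 100 UMIs alone, this median was 0.18. The 31 reference regulators had a median of -0.11 (-0.18 to -0.03), at percentile 6.33, and the 11 genes that the study discusses singly had -0.06 (-0.22 to 0.09), at percentile 10.0. AHP6 had a log2 ratio of -1.18 and REV of 0.53.

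The marker lists of other tissues had medians above 0, apart from the epidermis list, whose median lay near the middle of the random lists. Phloem markers had a median log2 ratio of 0.60 (0.42 to 0.77), at percentile 100, with 10 of 10 genes higher at day 4, of which 4 had at least 200 UMIs. Mesophyll markers had 0.25 (0.15 to 0.35), at percentile 96.7, cortex markers 0.24 (0.14 to 0.35), at percentile 83.2, and procambium markers 0.17 (0.08 to 0.25), at percentile 75.3. Xylem markers had 0.12 (-0.13 to 0.37), at percentile 56.4, and epidermis markers had -0.07 (-0.14 to -0.01), at percentile 42.2.

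**Figure D2:**
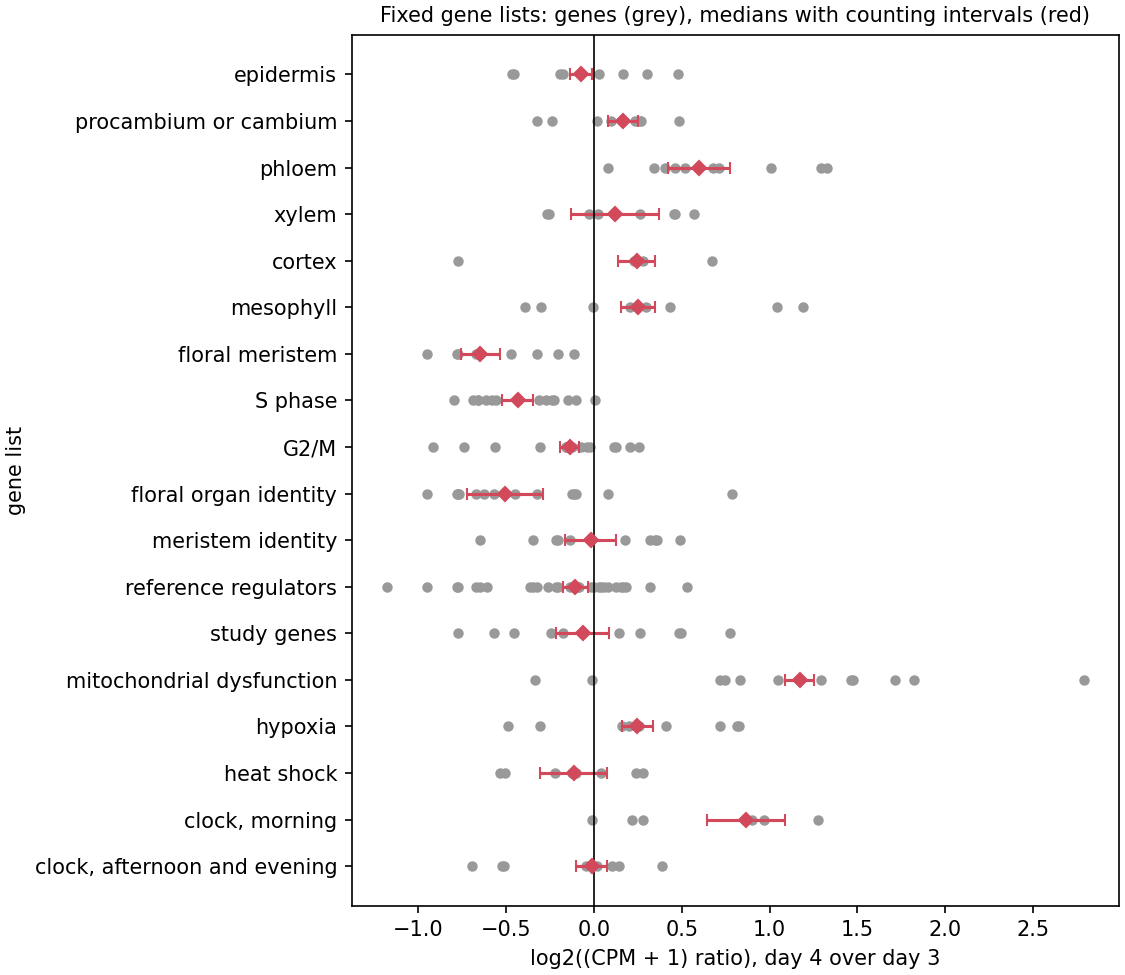
Log2((CPM + 1) ratio) of day 4 over day 3 (horizontal axis) for each gene of the fixed lists (grey points, 1 list per line), with the median of each list and its counting interval (red). The median of the mitochondrial dysfunction list was 1.17 and that of the floral meristem list was -0.65.

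Genes of the cell cycle were compared because dividing nuclei form clusters of their own. The S phase list had a median log2 ratio of -0.43 (-0.52 to -0.35), at percentile 0.11, with 14 of 15 genes lower at day 4. The G2/M list had -0.14 (-0.19 to -0.09), at percentile 8.70, with 12 of 16 genes lower. Many S phase genes are histone genes with near-identical copies, so the level of each is uncertain. At 1000 UMIs per nucleus, 48.7% (47.2 to 50.2) of day 3 nuclei and 31.8% (30.4 to 33.2) of day 4 nuclei had UMIs of at least 2 S phase genes. For G2/M genes the shares were 51.3% (49.8 to 52.7) and 37.2% (35.8 to 38.6). The unthinned counts moved the S phase shares most, to 68.1% and 51.0%, and gave 67.8% and 53.6% for G2/M. Requiring 3 genes moved the G2/M share of day 3 most, to 34.2%. Nuclei of classes not named for the cell cycle had these UMIs too. In the cortex-like clusters, the named class with the lowest share at day 3, the S phase share was 30.4% (27.0 to 33.9) at day 3 and 20.7% (18.1 to 23.45) at day 4, at median depths of 1717 and 1706 UMIs. In the epidermis-like clusters it was 40.4% (36.3 to 44.6) and 21.9% (19.2 to 24.8), at 1801.5 and 1736 UMIs. It was 38.6% in the procambium-like and 51.2% in the xylem-like cluster of day 3, so the share outside the S phase-like clusters differed between classes. In the S phase-like clusters it was 99.4% and 97.6%, at 1783 and 1861 UMIs. The G2/M share was 23.2% and 17.0% in the cortex-like clusters and 32.1% and 21.7% in the epidermis-like clusters. In the G2/M-like clusters it was 97.6% and 96.3%, at 1918.5 and 2174 UMIs. The S phase-like and G2/M-like clusters were named by these same lists, so the high shares there follow from the naming.

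Stress and clock genes were compared because stress genes can lead a cluster and the hour of harvest is not stated. The mitochondrial dysfunction list had a median log2 ratio of 1.17 (1.09 to 1.25), at percentile 100, with 10 of 12 genes higher at day 4. AOX1A (AT3G22370) went from 127 CPM (121 to 134) to 265 CPM (255 to 275), UGT74E2 (AT1G05680) from 19.7 CPM (17.1 to 22.5) to 72.0 CPM (66.9 to 77.4) and SOT12 (AT2G03760) from 91.8 CPM (86.2 to 97.6) to 257 CPM (247 to 267). OM66 and NDB2 had log2 ratios of -0.34 and -0.01. The hypoxia list had 0.25 (0.16 to 0.34), at percentile 94.9, with 8 of 10 genes higher. The heat shock list had -0.11 (-0.31 to 0.08), at percentile 16.6, with 1 of 8 genes reaching 200 UMIs, and 0.26 over the 2 genes that reached 100 UMIs. The morning clock list had 0.86 (0.64 to 1.09), at percentile 100, with 7 of 8 genes higher and 3 reaching 200 UMIs. The afternoon and evening clock list had -0.01 (-0.10 to 0.08), at percentile 25.6, with 4 genes higher and 4 lower. A pseudocount of 10 CPM moved the mitochondrial dysfunction and morning clock medians most, to 0.86 and 0.29. Median-of-ratios scaling moved the hypoxia and the afternoon and evening clock medians most, to 0.14 and -0.12.

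Each library was clustered alone to describe its cell classes, which gave 10 clusters at day 3 and 12 at day 4. At day 3, epidermis-like nuclei made up 12.8% (11.9 to 13.9), vascular nuclei 16.1% (15.1 to 17.3), cortex-like nuclei 16.2% (15.1 to 17.3) and floral meristem-like nuclei 12.1% (11.2 to 13.1). S phase-like nuclei made up 11.8% (10.9 to 12.8) and G2/M-like nuclei 21.9% (20.7 to 23.1). The clusters left without a name held 9.05% (8.22 to 9.94). At day 4, epidermis-like nuclei made up 19.0% (17.8 to 20.14), vascular nuclei 14.8% (13.8 to 15.9), cortex-like and mesophyll-like nuclei 24.9% (23.6 to 26.1) and floral meristem-like nuclei 11.7% (10.8 to 12.7). S phase-like nuclei made up 11.1% (10.2 to 12.04), G2/M-like nuclei 17.3% (16.2 to 18.4) and the cluster without a name 1.25% (0.951 to 1.62). The clusters without a name at day 3 held deep nuclei, with median depths of 3296.5 and 2928 UMIs. The leading genes included CER4 and CYP96A15 in the epidermis-like cluster of day 3 and the smaller one of day 4. Of the 5 largest rises, AT5G33370, AT2G04570 and SHN1 were among the top 10 genes of the larger epidermis-like cluster of day 4. The others, AT2G04050 (MATE) and ABCB4, were among those of the floral meristem-like cluster of day 4. BZIP9 and WOX4 were among the leading genes in the procambium-like cluster of day 3, and AGAL2 and WAT1 in the largest vascular cluster of day 4. Histone genes such as HTA6 and HTA13 were among those of S phase-like clusters. CDC20.2 was among those of G2/M-like clusters and NIP5;1 among those of cortex-like clusters. The class shares are not compared between the days, because the genes that define the clusters differ between the libraries. Leaving out the nuclei of the 8% highest doublet scores, an alternative chosen after seeing the data, moved the share of a named class most. The epidermis-like share at day 3 was then 21.6%, and no cluster of day 3 was left without a name (0%). Stress genes were among the leading genes of the floral meristem-like clusters. Of the mitochondrial dysfunction list, MATE, UGT74E2, CYP81D8 and AT12CYS2 were among the top 10 genes of that cluster at day 4, and UGT74E2 was among those at day 3.

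In clusters formed over both libraries together, the pooled level of the mitochondrial dysfunction list was higher at day 4 in 12 of 12 clusters, with a counting interval above 0 in 11 of them. The log2 ratios ranged from 0.23 to 1.70. In joint cluster 5, which had the floral meristem markers, the list went from 1022 CPM (957 to 1091) to 3313 CPM (3183 to 3448).

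**Figure D3:**
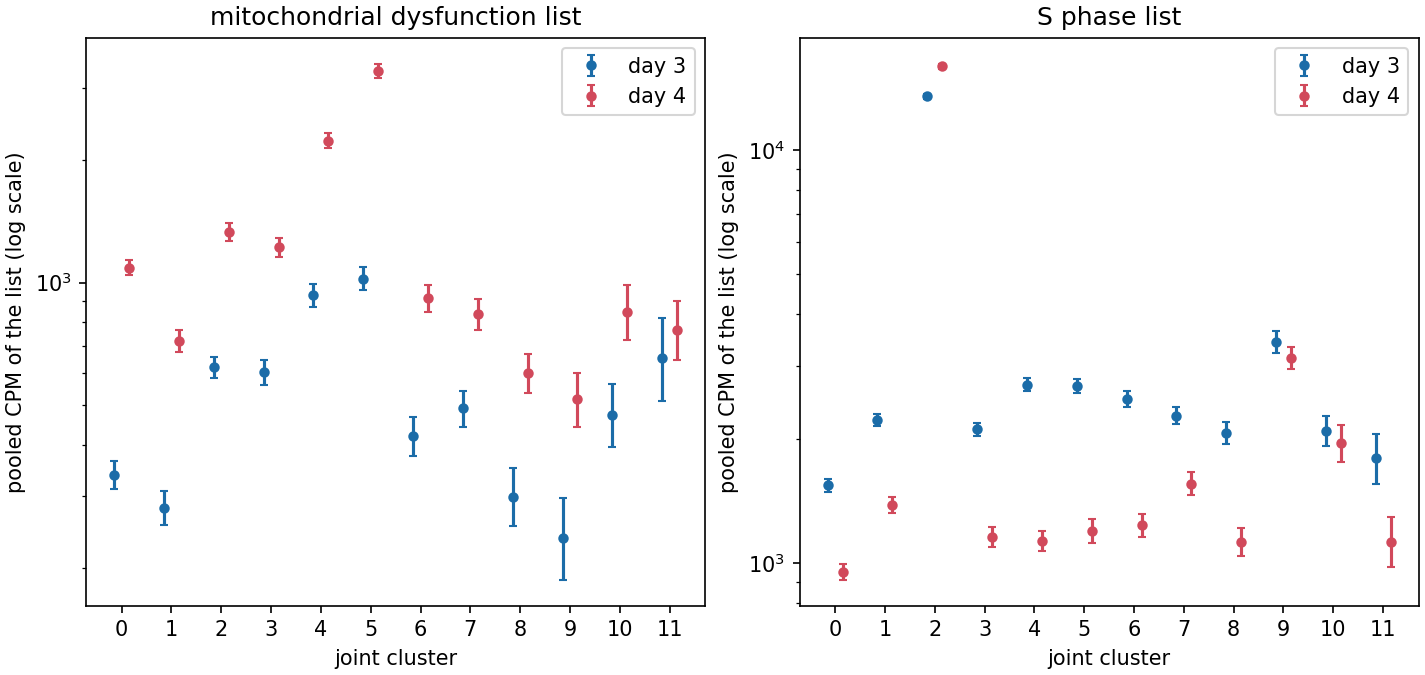
Pooled CPM (log scale) of the mitochondrial dysfunction list and of the S phase list in each of the 12 joint clusters (horizontal axis), at day 3 and day 4 (points), with exact Poisson intervals (bars). The mitochondrial dysfunction list was higher at day 4 in 12 of 12 clusters, and the S phase list was higher at day 4 in joint cluster 2, from 13506 to 15977 CPM.

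Combinations of the floral homeotic genes mark the whorls of the flower, and were examined in single nuclei. At 1000 UMIs per nucleus, AP1 was found in 30.0% (28.7 to 31.4) of day 3 nuclei and 28.6% (27.3 to 30.0) of day 4 nuclei. AP3 was found in 15.0% (14.0 to 16.1) and 10.4% (9.51 to 11.3), PI in 11.5% (10.5 to 12.4) and 8.12% (7.34 to 8.95), and AG in 2.91% (2.43 to 3.45) and 1.67% (1.32 to 2.09). Unthinned, the shares were 48.2% and 43.0% for AP1, 24.8% and 17.2% for AP3, 20.3% and 13.1% for PI, and 6.41% and 3.30% for AG. The vascular clusters were used as a background level, at median depths of 1907 and 1780 UMIs. That their nuclei lack AP3, PI and AG was assumed and not tested. There, AP3 was found in 6.48% (4.78 to 8.55) and 4.76% (3.28 to 6.66) of nuclei, PI in 5.63% and 4.02%, and AG in 1.55% (0.776 to 2.76) and 0.744% (0.242 to 1.73). In the floral meristem-like clusters, AP3 was found in 26.3% (22.6 to 30.2) and 23.0% (19.5 to 26.8), at 1563 and 1654.5 UMIs. AP3 is on the list that names these clusters, so an excess there follows in part from the naming. AP3 was not confined to them. It was found in 18.6% (16.2 to 21.2) and 14.0% (11.6 to 16.6) of G2/M-like nuclei. In the clusters without a name it was found in 25.4% (21.2 to 30.0) at day 3 and 3.51% (0.428 to 12.1) at day 4. AP1 was found in 21.5% and 21.1% of vascular nuclei, so much of its share in all nuclei lay at the level of these clusters.

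At 1000 UMIs per nucleus, AP1 without AP3 and AG was found in 24.2% (23.0 to 25.5) of nuclei at day 3 and 24.2% (22.9 to 25.4) at day 4. AP1 with AP3 and without AG was found in 5.23% (4.59 to 5.93) and 3.92% (3.37 to 4.52), and AP3 alone in 8.87% (8.05 to 9.75) and 6.12% (5.44 to 6.85). AP3 with AG was found in 0.751% (0.517 to 1.05) and 0.242% (0.121 to 0.433), and AG alone in 1.61% (1.26 to 2.03) and 0.880% (0.629 to 1.20). AP1 with AG was found in 0.364% and 0.440%, and all of AP1, AP3 and AG in 0.182% and 0.110%. No UMI of AP1, AP3 or AG was found in 58.7% (57.3 to 60.2) and 64.1% (62.7 to 65.5) of nuclei, and the unthinned counts moved this share most, to 40.1% and 47.8%.

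AP3 and PI were found together in 2.54 times (2.19 to 2.92) the number of nuclei for independent genes at day 3 and 2.42 times (1.958 to 2.96) that number at day 4. For AP3 and AG the ratios were 2.15 (1.54 to 2.91) and 1.99 (1.14 to 3.24), and for AP1 and AP3 they were 1.20 (1.05 to 1.36) and 1.35 (1.17 to 1.57). AP1 and AG had 0.636 (0.407 to 0.946) at day 3 and 1.15 (0.745 to 1.70) at day 4, where a difference from 1 was not detectable. Unthinned, the ratio of AP1 and AG was 0.873 (0.732 to 1.03) at day 3 and 0.934 (0.718 to 1.20) at day 4, so the deficit at day 3 was not detectable there either. The minimum of 500 genes moved a ratio most, to 2.79 for AP3 and AG at day 4.

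PXY (AT5G61480) and SMXL5 (AT5G57130) were compared because the study placed them in separate parts of the cambium cluster. Over all nuclei, they were found together in 1.53 times (1.33 to 1.74) the number of nuclei for independent genes at day 3 and 1.64 times (1.45 to 1.86) at day 4. Thinning to 1000 UMIs moved the ratio most, to 2.08 at day 4. Within the procambium-like cluster of day 3 the ratio was 1.01 (0.818 to 1.23) over 583 nuclei. Within the largest vascular cluster of day 4 it was 1.01 (0.815 to 1.23) over 610 nuclei. Neither exclusion nor joint presence was detectable in either cluster. The day 4 cluster had the xylem genes ACL5 and CESA4 beside the procambium gene WAT1 among its top 10 genes, so it is named vascular only and the values of the days are not compared. Unthinned, PXY was found in 32.6% (28.8 to 36.6) and SMXL5 in 45.1% (41.0 to 49.3) of the nuclei of the day 3 cluster, and in 37.7% (33.8 to 41.7) and 40.3% (36.4 to 44.3) of those of the day 4 cluster, at median depths of 1855 and 1728 UMIs. At 1000 UMIs per nucleus, PXY was found in 20.7% and 24.0% of vascular nuclei and in 2.30% and 1.62% of epidermis-like nuclei, whose median depths were 1801.5 and 1736 UMIs. SMXL5 was found in 25.2% and 25.9% of vascular nuclei and in 3.90% and 4.52% of epidermis-like nuclei. Both genes are on the procambium list used to name clusters. An excess in vascular nuclei, or in a cluster near that list, therefore follows in part from the naming. The cluster of day 4 without a name was nearest to the procambium list. In its 57 nuclei, at the same depth, PXY was found in 21.1% (11.4 to 33.9) and SMXL5 in 50.9% (37.3 to 64.4). No co-detection ratio is given for that cluster.

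Nuclei with AP3 and no AG, 942 at day 3 and 718 at day 4, were compared with nuclei with AG and no AP3, 132 at day 3 and 86 at day 4, to contrast the domains of both genes. Across 489 genes with at least 50 UMIs in each group, the log2 ratios of day 3 and day 4 had a Spearman correlation of 0.0357 across genes, which are not independent replicates. For 100 random draws of nuclei of the same depths, the correlation ranged from -0.249 to 0.239, with a median of 0.0299, so the observed value was not distinguishable from random draws. A minimum of 200 UMIs per group moved it most, to 0.204 over 15 genes. REM34 (AT4G31610) had a log2 ratio of -1.91 at day 3 and -1.86 at day 4 and was the 1 gene at or past a ratio of 1 in the same direction at both days. AP1 had 0.72 and 0.62.

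For co-expression with the reference regulators, 450 of 16818 genes at day 3 and 400 of 16804 genes at day 4 had a highest Spearman correlation above 0.13, against at most 0 genes in 5 shuffles. Of these, 310 passed in both libraries. ATML1 was the best partner of 221 of the 450 genes at day 3 and of 246 of the 400 genes at day 4. CO2 (AT1G62500) had a highest correlation of 0.141 at day 3 and 0.120 at day 4, and SHR (AT4G37650) had 0.140 and 0.154. Thinning to 1000 UMIs moved the number of genes most, to 83 at day 3 and 102 at day 4.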

Values the study reported

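The study reported 7716 nuclei with a median of 1110 genes for the day 4 library, grouped into 12 main clusters. For day 3, it reported 9792 nuclei with a median of 954 genes, grouped into 11 clusters. Its methods give 6104 nuclei for day 4 and 4504 nuclei for day 3 in the matrices used for the spatial reconstruction. It counted 1306 genes with a prediction score above 0.13. The scores it gave for single genes were 0.17 for CO2 and 0.15 for SHR.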

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

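No test in this part was chosen after its result was seen. Signal appeared in barcodes that no comparison of the report used. At day 3, 54130 barcodes had 150 to under 250 UMIs, with a median of 185 UMIs of nuclear genes, and together they held 33.1% of the UMIs of the library. Genes of the chloroplast took 4.01% of their UMIs, against 2.18% in the nuclei kept. The sum of their counts had a Pearson correlation of 0.958 across genes with the day 3 nuclei and of 0.931 with the day 4 nuclei, over 16197 genes, which are not independent replicates.

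A technical explanation is that these barcodes were droplets without a nucleus, which held RNA mixed over the whole suspension. The other is that they were nuclei with few UMIs. Markers of the epidermis and of vascular tissue were used to separate both, since a nucleus should hold markers of 1 of these tissues. In nuclei of day 3 thinned to the same depth, both groups of markers were found together in 0.625 times (0.526 to 0.737) the number of nuclei for independent genes. In the barcodes of 150 to under 250 UMIs the ratio was 0.993 (0.963 to 1.02). The tables therefore argue against shallow nuclei as the main content of these barcodes, and are consistent with free RNA. No biological explanation was tested, since no group of the design bears on it.

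The size of this background in the nuclei kept was not measured. If a nucleus had received as many free UMIs as the median barcode of this kind, these would be 10.0% of the UMIs of a median day 3 nucleus. The day 4 file held called nuclei only, so the same value was not computed for day 4. Shares of nuclei with a UMI of a gene can include such background. How much of the AP3, PI and AG values in the vascular clusters came from free RNA was not tested.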

How the results depend on the processing

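Leaving out the nuclei of the 8% highest doublet scores and both other rules for naming clusters were chosen after the data had been seen. The remaining alternatives were planned. Over 416 alternative values, no value with a counting interval apart from 0, or apart from 1 for a ratio, changed to the other side. Of the list medians, these values covered the floral organ identity, meristem identity, mitochondrial dysfunction, hypoxia, heat shock and clock lists. The medians of the other lists, such as floral meristem, S phase and phloem, were not among them and were recomputed for scaling. Some values with an interval over 0 or 1 did. The meristem identity median (-0.02) was 0.13 and 0.18 with a minimum of 1500 genes and with at least 100 UMIs, and 0.01 without the 8% highest doublet scores. The heat shock median (-0.11) was 0.26 with at least 100 UMIs. The afternoon and evening clock median (-0.01) was 0.01 with a minimum of 500 genes and 0.03 without the 8% highest scores. AP1 with AG at day 4 (1.15) was 0.969 with a minimum of 500 genes, 0.799 without the 8% highest scores and 0.934 unthinned. The ratio of PXY and SMXL5 within the day 4 cluster (1.01) was 0.887 thinned, and the correlation of the AP3 and AG contrast (0.0357) was -0.000409 with a minimum of 1500 genes. For the 65 main results, 189 alternative values stayed within the counting interval, or within 1.5 times a count, and 115 moved outside it. For 18 results on single genes or pairs, 87 stayed and 25 moved. The planned removal of nuclei called doublets by Scrublet gave no usable value, because 0 and 1 nuclei were called. No paired analysis was possible because each day has 1 library. Unless a cause is named, the cause was not tested.

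With a minimum of 500 genes, by construction more and shallower nuclei were kept, 9830 at day 3 and 7653 at day 4, with medians of 938 and 1096 genes. The organelle share was 2.93% and 2.58%, and the Pearson correlation of the days was 0.992. The floral organ identity median was -0.29. The shares of nuclei that follow are at 1000 UMIs, for which 3769 nuclei at day 3 and 1678 at day 4 were too shallow, so they rest on 6061 and 5975 nuclei. S phase nuclei were 46.8% at day 3, and G2/M nuclei were 48.6% at day 3 and 34.9% at day 4. Nuclei with AP1 alone were 25.6% and with AP3 alone 8.03% at day 3, and nuclei with none of AP1, AP3 and AG were 62.7% at day 4. At day 3, 262 genes passed the co-expression threshold.

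With a minimum of 1500 genes, by construction fewer and deeper nuclei were kept, 1882 and 1841, with medians of 2036.5 and 1972 genes. The organelle share at day 3 was 2.83%, the correlation of the days was 0.985, and the meristem identity median was 0.13. S phase nuclei were 51.2% and 33.3%, and G2/M nuclei were 54.7% and 42.8%. At day 3, nuclei with AP3 alone were 9.78%, nuclei with all of AP1, AP3 and AG were 0%, and the co-detection ratios were 2.19 for AP3 and PI and 1.53 for AP3 and AG. The co-expression threshold was passed by 757 and 613 genes.

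With the barcodes as called, day 4 had 7716 nuclei with a median of 1091 genes. With a UMI minimum set at 10% of the 99th percentile of the top 3000 barcodes, the median at day 3 was 1544 genes.

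Without the nuclei of the 8% highest doublet scores, the medians were 1370.5 and 1341 genes, the organelle share at day 4 was 2.64% and the correlation of the days was 0.988. The shares at day 3 were 21.6% epidermis-like, 18.4% vascular, 13.4% floral meristem-like, 9.79% S phase-like, 20.6% G2/M-like and 0% without a name. At day 4, 6.96% were S phase-like and 4.503% without a name. S phase nuclei at day 4 were 30.2%, and G2/M nuclei were 48.6% and 35.7%.

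Scaling and pseudocount moved list medians. The mitochondrial dysfunction median was 1.08 under TMM, 1.07 under median-of-ratios, 0.86 with a pseudocount of 10 CPM and 1.29 over genes with at least 100 UMIs. The afternoon and evening clock median was -0.10 under TMM and -0.12 under median-of-ratios, and the hypoxia median was 0.14 under median-of-ratios. These scalings shift all genes down by construction. With a pseudocount of 10 CPM, which draws low genes towards 0 by construction, the floral organ identity median was -0.10, the morning clock median was 0.29 and the correlation of the days was 0.987. Over genes with at least 100 UMIs, the meristem identity median was 0.18, the heat shock median was 0.26 and the correlation of the days was 0.967. With each nucleus's own CPM averaged, the correlation was 0.990.

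Without thinning, S phase nuclei were 68.1% and 51.0% and G2/M nuclei were 67.8% and 53.6%. At day 3, nuclei with AP1 alone were 32.0%, AP1 with AP3 13.1%, AP3 with AG 1.61%, AP1 with AG 1.27%, all of AP1, AP3 and AG 1.80%, and none of them 40.1%. At day 4 these were 33.1%, 8.54%, 0.770%, 0.748%, 0.638% and 47.8%, and AP3 alone was 7.26%. The co-detection ratio of AP3 and PI at day 3 was 1.83. Thinned to 1000 UMIs, the ratio of PXY and SMXL5 at day 4 was 2.08, and 83 and 102 genes passed the co-expression threshold. More UMIs per nucleus find more genes by construction, so shares of nuclei with a UMI hold for their depth alone. With at least 3 genes needed, S phase nuclei were 32.4% and 18.9% and G2/M nuclei were 34.2% and 21.9%.

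Class shares moved with the clustering. With both libraries clustered together, the shares at day 3 were 15.9% epidermis-like, 19.4% cortex-like or mesophyll-like, 9.14% floral meristem-like, 13.6% S phase-like, 19.7% G2/M-like and 7.05% without a name. At day 4 they were 16.7% vascular, 22.2% cortex-like or mesophyll-like, 8.47% floral meristem-like, 14.3% G2/M-like and 8.12% without a name. With the graph of the principal components, the day 3 shares were 14.1% epidermis-like, 14.0% vascular, 14.3% cortex-like or mesophyll-like and 23.8% G2/M-like. At day 4 they were 17.8% vascular, 16.3% cortex-like or mesophyll-like, 14.9% G2/M-like and 8.29% without a name. With clusters named from 3 markers alone, vascular nuclei were 17.56% and 16.0%, S phase-like nuclei at day 3 were 19.4%, and 0% were without a name at either day. With names given by a majority of markers or by their mean fold, vascular nuclei at day 3 were 17.56% and 7.64% were without a name.

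Depth limits the results on rare genes. The AG nuclei of the contrast numbered 132 and 86, and the AP3 and AG ratio at day 4 rested on 16 nuclei with both genes.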

Other observations

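Tests on free RNA, on the genes picked by the study and on the platform for the mitochondrial dysfunction list, and tests on composition for the floral meristem and S phase lists, were chosen after the result was seen. For the test of handling stress, the reading of the hypoxia list by its counting interval was also chosen after its value was seen.

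Mitochondrial dysfunction genes were higher at day 4, with a median log2 ratio of 1.17. The tables argue against several technical explanations as the whole cause. Free RNA would add a like amount to every cluster. The floral meristem-like joint cluster was left out of this comparison, because genes of the list lead it. In 9 of the 11 other joint clusters, the CPM added from day 3 to day 4 lay apart from that of the rest beyond counting error, as did the UMIs added per nucleus in 7 of the 11. The list gained 1300 CPM (1193 to 1409) in joint cluster 4, which had epidermis markers, and 440 CPM (389 to 491) in joint cluster 1, which had procambium markers. This argues against free RNA as the whole cause, and a part of the rise stays open to it. A larger share of the clusters that express the genes would leave the level within clusters alone, whereas it was higher in 11 of the 12 joint clusters beyond counting error. More expressing nuclei inside the clusters would raise it too and stay open. The choice of genes by the study would concern the 6 picked members, whereas the other 6 had a median of 0.73, at percentile 100 of matched random lists. A general stress during handling stays open. The heat shock list lay at percentile 16.6, with 1 gene of at least 200 UMIs, whereas the hypoxia list was higher, with 0.25 (0.16 to 0.34) at percentile 94.9. Platform and library preparation also stay open, since with 1 library per day they cannot be told apart from the day. The study's methods state daily application of the induction solution, so a different number of applications cannot be told apart from the day either. The step from stage 4 to stage 5 stays open as well and was not tested, so a biological difference is 1 candidate explanation among these.

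The cluster with the floral meristem markers was led by genes of mitochondrial dysfunction at day 4, with 4 of them among its top 10 genes. Its nuclei were shallower and richer in organelle UMIs than the others. The organelle share was 3.27% (3.23 to 3.30) against 2.81% (2.80 to 2.82) at day 3 and 3.099% (3.07 to 3.13) against 2.57% (2.56 to 2.58) at day 4. The median depth was 1563 against 1877.5 UMIs and 1654.5 against 1828 UMIs. This is consistent with a technical share in the lead of these genes. Other clusters with a like organelle share had no such lead. In cluster 0 of day 3, with 3.28% of organelle UMIs, the mean log2 fold of the list was -0.53, and in clusters 6 and 8 of day 4, with 3.20% and 3.08%, it was -0.23 and -0.55. Organelle UMIs alone may therefore not be enough to raise these genes.

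The floral meristem markers were lower at day 4. A smaller share of the clusters that express them would leave the level within clusters alone. The list was lower in 9 of the 12 joint clusters with a counting interval below 0 and higher in 0, with log2 ratios from -0.86 to -0.02, which argues against that explanation as the whole cause. Fewer expressing nuclei inside the clusters would lower the list too and stay open. Platform, preparation and the stage stay open, for which the design gives no test.

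The S phase genes were lower at day 4, and a smaller share of the S phase clusters was weighed first. The list was lower in 10 of the 12 joint clusters beyond counting error, with log2 ratios down to -1.26, which argues against the share of the S phase clusters as the whole cause. Fewer dividing nuclei inside the other clusters, which mix phases of the cycle, would lower the list there too and stay open. In joint cluster 2, which had the S phase markers, it was higher by 0.24, from 13506 to 15977 CPM. More free RNA at day 3 would lower the level outside a list's own clusters, over the level inside, for the other lists too. Of the 4 other marker lists counted, 3 were lower in this measure at day 4 beyond counting error and 0 were higher. The floral meristem list was left out of these 4 and was not lower beyond counting error. The log2 changes were -0.37 (-0.41 to -0.33) for epidermis, -0.16 (-0.22 to -0.11) for mesophyll, -0.22 (-0.25 to -0.18) for G2/M and -0.08 (-0.16 to 0.00) for procambium. Free RNA is thus a candidate explanation for a part of the fall. The S phase list itself changed by -1.05 (-1.09 to -1.01), far more than any of the 4, and the floral meristem list by 0.01 (-0.12 to 0.13), so free RNA may leave the size of the fall unexplained. The stage stays open and was not tested.

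The morning clock genes were higher at day 4, at percentile 100, while the afternoon and evening list lay at percentile 25.6. Its members went both ways, with log2 ratios of -0.51 for LUX, -0.52 for ELF4, -0.70 for BOA and 0.39 for TOC1, so its median decides nothing. Another time of day at harvest predicts lists that move in opposite directions. The morning list had 3 genes with at least 200 UMIs. The time of day therefore stays open as a candidate explanation, beside platform and stage.

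With at least 1000 genes, 4397 nuclei were kept at day 3. That is lower than the larger value quoted from the study above, which rests on another filter. At day 4, 4545 nuclei were kept. That is lower than the value quoted from the study above for called nuclei, again under another filter. With more than 1000 UMIs over all genes in place of 1000 genes, 6104 barcodes of day 4 and 6287 of day 3 would be kept. The day 4 number equals the value quoted from the study's methods above. The day 3 number is higher than the value quoted from the same methods, so this rule does not give both. With organelle genes counted towards the minimum of 1000 genes, 4535 barcodes of day 3 and 4701 of day 4 would be kept. The day 3 value from the study's methods lies between 4397 and 4535. The day 4 value from these methods is higher than 4545 and 4701, so the minimum of 1000 genes does not give both either. The co-expression threshold was passed by 400 genes at day 4 and 450 at day 3. With SCTransform corrected values, 305 genes passed at day 3 and 354 at day 4, and with equal numbers of nuclei in both libraries 450 and 411 passed. All of these are lower than the value quoted from the study above, so neither choice accounts for the difference, which was not traced further.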
